A study of Mus musculus with 6 samples.

How the data were processed

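Total RNA from whole lung was sequenced in 6 libraries, 3 per genotype, per the labels' protocols. The libraries were made with the TruSeq RNA kit v2 from 500 ng of RNA and read as 50 bp paired ends on a HiSeq2500. The labels give a mean RNA integrity number of 9.45 over all samples, between 9.0 and 10.0. They do not give a batch or a pairing. The submitters' processing notes name Bowtie2, STAR 2.5.1b, SAMtools, bedtools, DESeq2 and the genome build mm10, with no role or order. The version of DESeq2, the counting rule and the use of strand are not given in the sources used here, and the kit named is not a stranded one.

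One table was analysed. Per the file headers, the authors deposited 1 row per gene cluster with a symbol and a cluster identifier, the mean over all 6 libraries and the mean of each genotype. These means are a signal in units of normalized counts, gene counts divided by a size factor per library, as the authors deposited them. The log2 fold change is the authors' maximum a posteriori estimate, which is shrunken towards 0, and comes with its standard error, per the file headers. The Wald statistic, a score equal to that fold change divided by its standard error, and the p-value and adjusted p-value of the authors' DESeq2 comparison are also deposited. Of the 20494 clusters, 17 had no p-value and 3575 more had a p-value but no adjusted p. All of the latter had a mean of at most 12.7. The sign was read as knockout over wild type from the group means, which differed in sign from the shrunken fold change at 51 of 20306 clusters with both means above 0 and at 0 called clusters. Shrinkage lowered the log2 fold change of a called cluster to a median 0.704 of the log2 ratio of its means. Folds in the text are ratios of the authors' group means unless called shrunken.

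No count model was fitted, since the table holds no counts of libraries. A gene was called where the authors' adjusted p was under 0.05. Genes were placed on mm10 by symbol, with GENCODE M21 and, through synonyms, RefSeq annotation of the same build. This placed 18743 of the 20494 clusters and 176 of the 184 called ones. Where a symbol stood in several rows, the row with the highest mean was used for lists. Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3, on the authors' Wald statistics of 16675 symbols with an adjusted p, at a preset inter-gene correlation of 0.01, for pathway, cell type and other tissue lists with at least 5 tested members and with Benjamini-Hochberg adjustment over the 39 lists that met this. The list of genes around the locus was set aside for counts of called genes and not tested in this way. An estimated correlation needs library values, so a preset of 0.05 was the alternative. Of 946 list entries, 902 were found in the table and 858 were tested. Locations were compared with 2-sided Fisher's exact tests and with 10000 shuffles of the calls among genes of the same decile of expression (Python 3.11.15, scipy 1.17.1).

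The groups, the tests of genes and lists, the gene lists, most alternatives and the rule for named genes were fixed before the data were examined. The shuffles, the distance classes around the locus, the 20 Mb window, and the alternatives without chromosome 1, with the ratio of means, with members lacking a p-value and with a knockout library left out were chosen afterwards. The alternative with the ratio of means also kept only genes with a mean of at least 50, so it changed the statistic and the genes together. The rule names the targeted gene, Ptgs2 and called genes of the locus list, the 12 called genes with the largest shrunken increase and the 12 with the largest decrease at a mean of at least 50, and up to 4 called members of each list. Gene models without a proper name and immunoglobulin segments are left out of the 12 and counted as groups. Nnt is named as the substrain marker. The result of 1 called list member is not reported here. The branch of the design for a table with only the authors' comparison applied, so no test between libraries was run.

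The relative depth of single libraries could be derived, and their totals could not. The group means of low genes are sums of whole reads times 3 fixed values, 1 per library, from which relative size factors between 0.961 and 1.03 over the 6 libraries were derived. All 4901 wild type and 4877 knockout means above 0 and up to 40 could be written as exactly 1 set of reads per library within the printed rounding. The libraries obtained in this way carry no replicate number and are called A, B and C within each genotype. Intervals on reads cover counting error only. The replicates are taken as separate mice, as the labels' protocols speak of mice and give a title to each library.

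The procedures were tested on simulated data. With statistics drawn for the 16675 symbols, cameraPR gave p under 0.05 in 3.21% of unchanged lists, called 59.0% of lists whose members were shifted by 1 unit of the statistic, and 99.5% of those shifted by 2. No correlation between genes estimated from the libraries could enter these draws. The 3.21% therefore does not cover lists whose members vary together between mice. In the shuffle test on 14775 genes off chromosome 1, 5.0% of 40 rounds with random calls and 100% of 40 rounds with calls planted in neighbours fell under 0.05. Other strengths of planted crowding were not run, so the 100% does not cover weaker crowding. In 5591 simulated genes with means up to 40, 99.1% of means gave a unique set of reads, and 100% of these sets were those drawn. In 948 with means above 40 and up to 130, 50.3% gave a unique set, of which 100% were those drawn, so reads of a mean above 40 are given only where the set was unique.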

Results

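RNA from whole lungs of 4-month-old untreated male C57BL/6 mice was sequenced in 6 libraries, 3 from mice lacking lincRNA-Cox2 and 3 from wild type mice. LincRNA-Cox2 is a long noncoding RNA transcribed next to Ptgs2, the gene for the inducible cyclooxygenase of prostaglandin synthesis. The authors' deposited table gives, for 20494 gene clusters, the mean normalized count of each genotype and one comparison, knockout over wild type, with a shrunken log2 fold change, its standard error, a p-value and an adjusted p-value. The normalized means summed to 3.71e+07 per library in the wild type and 3.68e+07 in the knockout; since they are scaled counts, they do not give the depth of each library. The table holds no values of single libraries, so every call rests on its standard errors and adjusted p-values, and reads per library, derived from the group means, are given for a few low genes only as a description. An adjusted p existed for 16902 clusters, the lowest of which had a mean of 12.8 normalized counts.

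The targeted transcript was nearly absent from the knockout. LincRNA-Cox2 (listed as Lincrna-cox2, kgCluster1130) is a lincRNA gene on the minus strand of chromosome 1, from 150159043 to 150164948 in mm10. In the authors' deposited table its mean fell from 311 normalized counts in wild type to 0.666 in knockout, a shrunken log2 fold change of -1.74 ± 0.084 (SE) with an adjusted p of 4.05e-91. The knockout mean corresponds to 2 reads over the 3 libraries, or 0.214% of the wild type level. Counting error on those reads alone gives an exact 95% Poisson interval of 0.0259% to 0.774% of wild type. The direction of the table's comparison was checked on this gene, since its genotype is given by the labels.

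The series title names cis activity of lincRNA-Cox2, so the level of its neighbours was examined. Knockout against wild type alone cannot tell an effect of the RNA in cis from one in trans or from loss of the deleted DNA. Ptgs2 (kgCluster1129, plus strand, chromosome 1 from 150100031 to 150108227) was the protein-coding gene that changed beside the locus, 9.83-fold lower in knockout in the authors' deposited table (2929 against 298 normalized counts). Its shrunken log2 fold change was -0.50 ± 0.066 (SE), with an adjusted p of 9.55e-11. That shrunken value is far smaller than the log2 ratio of the means, -3.30. Ptgs2os, a noncoding transcript that runs from the Ptgs2 promoter region in the opposite direction (chromosome 1, 150074873 to 150099963, minus strand), had means of 10.0 and 1.68 in the authors' deposited table, with an unadjusted p of 0.0146 and no adjusted p.

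Of the 6 tested genes placed within 1 Mb of lincRNA-Cox2, 2 were called, lincRNA-Cox2 itself and Ptgs2. BC003331, a tested member of the list around the locus, was not placed and is not among the 6 (adjusted p = 0.999 in the authors' deposited table). Pla2g4a, the cytosolic phospholipase A2 that releases arachidonic acid, lies 198 kb away and had means of 1277 and 1140 in the authors' deposited table (adjusted p = 0.772). Tpr, Prg4 and Hmcn1 had adjusted p-values of 0.821, 0.998 and 0.981 there. In the list of genes around the locus, 14 members were tested and 4 were called over all genes, against 5 adjusted over the list alone. Beyond the first pair they were Rgs2, a regulator of G protein signalling, 1.69-fold lower (shrunken log2 fold change -0.63 ± 0.064, adjusted p = 2.48e-19 in the authors' deposited table), and Rgs18, 1.52-fold higher (0.32 ± 0.084, adjusted p = 0.0175). With the window widened to 5 Mb, 4 of 36 genes were called, the additions being Colgalt2 and Nmnat2, 1.28-fold and 1.34-fold lower in the same table. Within 20 Mb, a window added after the data were seen, 21 of 242 tested genes were called (8.68%), 11 lower and 10 higher, against 0.983% of genes elsewhere in the authors' deposited table.

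**Figure D1:**
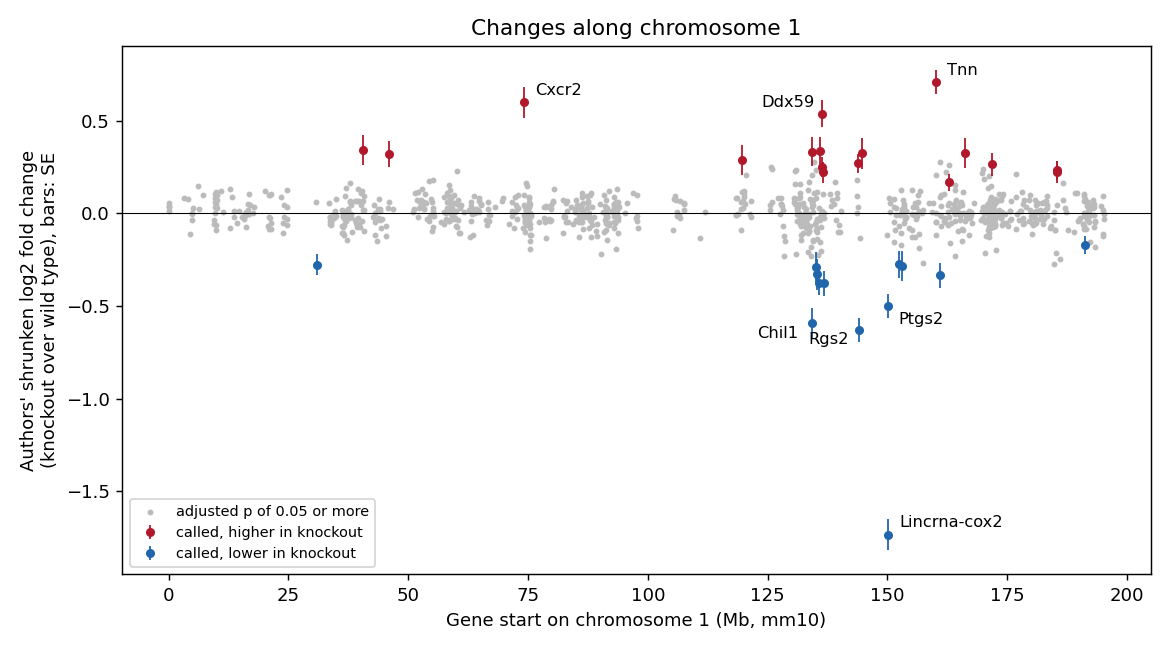
Genes of chromosome 1 with an adjusted p, by gene start (Mb, mm10) and the authors' shrunken log2 fold change of knockout over wild type. Red and blue points are called genes (adjusted p under 0.05) with bars of 1 standard error, grey points all others. Lincrna-cox2 lies at -1.74 and Ptgs2 at -0.50, and further called genes in both directions lie on either side of them.

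Across the genome the knockout differed from wild type at 184 clusters in the authors' deposited table (adjusted p under 0.05), 100 higher and 84 lower in knockout. Most of these differences were small, with a median fold of 1.40 between the group means, and 31 of the 184 reached a ratio of at least 2, 18 of them higher and 13 lower. Among called genes with a mean of at least 50, the 12 with the largest shrunken increases included 5 members of the neutrophil list, Cxcr2, S100a9, S100a8, Csf3r and Clec4d. Cxcr2, the receptor that draws neutrophils to chemokines, rose from 365 to 732 normalized counts in the authors' deposited table (shrunken log2 fold change 0.60 ± 0.083, adjusted p = 7.24e-10). S100a9 and S100a8, which form calprotectin, were 1.73-fold and 1.59-fold higher there (adjusted p = 2.12e-09 and 2.80e-05). Csf3r, the receptor for granulocyte colony-stimulating factor, Clec4d, a C-type lectin of myeloid cells, and Slfn4, an interferon-inducible Schlafen gene, rose by 1.60-fold, 1.69-fold and 2.26-fold in the same table. The remaining increases of that group of 12 were in Tnn, encoding the matrix protein tenascin N (2100 to 3846 normalized counts, shrunken log2 fold change 0.71 ± 0.066, adjusted p = 7.12e-23), Atp13a4 (2.15-fold), Nxpe3 (1.72-fold), Ddx59 (1.66-fold), Fabp5, a fatty acid binding protein (1.68-fold), and Rspo1, a Wnt pathway ligand (1.74-fold), all from the authors' deposited table.

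Besides lincRNA-Cox2, Rgs2 and Ptgs2, the 12 largest decreases included Chil1, a secreted chitinase-like protein, from 19892 to 6858 normalized counts in the authors' deposited table (2.90-fold lower, shrunken log2 fold change -0.59 ± 0.083, adjusted p = 1.18e-09). Abca17 and Klhl4 were 2.28-fold and 2.13-fold lower, Pqlc1, Morn4 and Zbtb16, a transcription factor of innate-like lymphocytes, 1.60-fold, 1.65-fold and 1.67-fold lower in the same table. Cd200, a ligand that restrains myeloid cells, fell 1.57-fold, the kinase gene Sik1 1.57-fold and the cytochrome P450 gene Cyp2e1 1.83-fold in the authors' deposited table. The called clusters also held 5 immunoglobulin rows, all higher in knockout, among them Igj, the joining chain of secreted antibody, at 1693 against 3672 normalized counts (adjusted p = 0.0464 in the authors' deposited table). Of the genes named for their size of change, Tnn, Ddx59, Rgs2, Chil1, Ptgs2 and lincRNA-Cox2 lie on chromosome 1 within 20 Mb of the deleted locus. The substrain marker Nnt had means of 998 and 1017 there (adjusted p = 0.997).

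**Figure D2:**
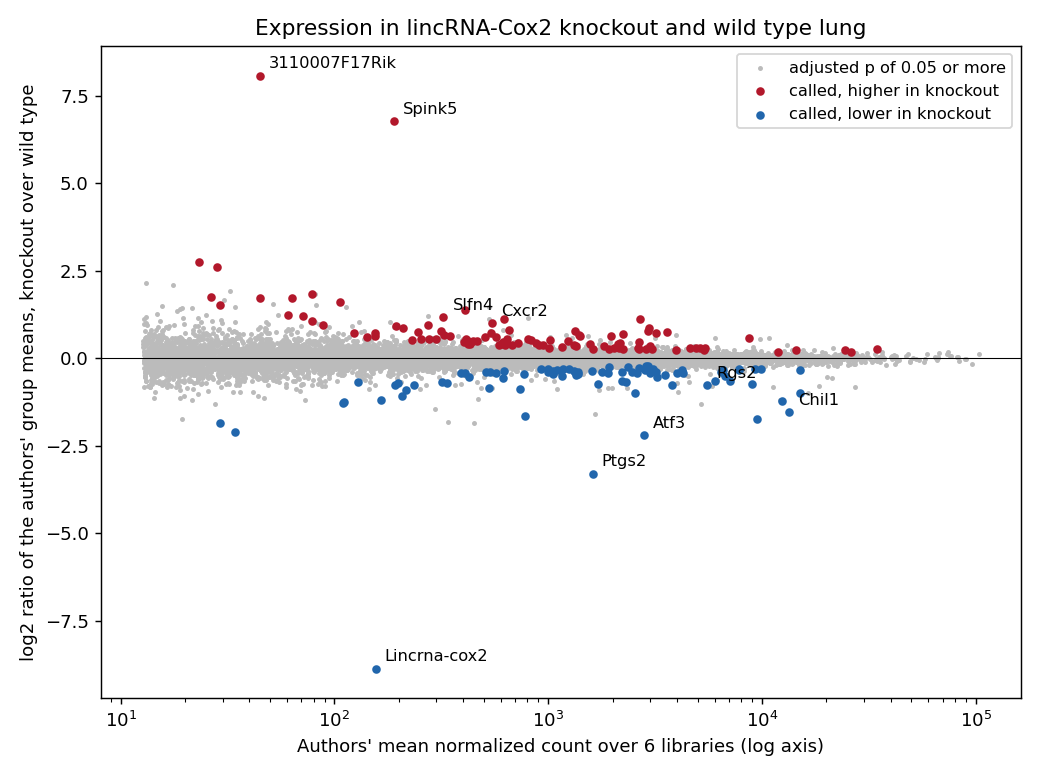
The log2 ratio of the authors' group means, knockout over wild type, against the authors' mean normalized count over the 6 libraries (log axis), for genes with an adjusted p. Red points are the 100 clusters called higher, blue points the 84 called lower, and grey points all others; lincRNA-Cox2 and Ptgs2 are the lowest of the called genes at log2 ratios of -8.87 and -3.30.

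The title also names trans activity on immune genes. For this, 39 lists of pathway, cell type and other tissue genes were tested against all other genes with limma's cameraPR on the authors' Wald statistics. Such tests cannot tell a trans effect of lincRNA-Cox2 from one that follows the lower level of Ptgs2. After adjustment over the 39 lists, 14 were called, 5 higher and 9 lower in knockout. Neutrophil genes rose (adjusted p = 1.57e-23), with a median log2 ratio of 0.56 over the tested members. Of the 15 tested neutrophil genes, 9 were called over all genes, all higher, and 10 adjusted over the list alone, 9 higher and 1 lower (G0s2). Red cell genes, measured beside them as a sign of blood in the tissue, had a median log2 ratio of 0.16, and none of the 5 was called. The erythroid and platelet list, with 12 of 15 tested members higher, had an adjusted p of 0.068, and was called higher with ranks (adjusted p = 0.0221, range over alternatives 0.0221 to 0.176). Genes of antigen presentation also moved up (adjusted p = 0.000456, median log2 ratio 0.05), 3 of 28 tested members being called over all genes and 7 adjusted over the list alone. The 3 were Ciita, the master regulator of MHC class II, Cd74, the invariant chain, and H2-Ab1, at 1.25-fold, 1.19-fold and 1.18-fold in the authors' deposited table. The call of this list ended with the log2 ratio of means in place of the statistic and only genes with a mean of at least 50. This alternative was chosen after the data were seen (adjusted p = 0.116, range over alternatives 0.000329 to 0.116). With the Wald statistic at that mean the call stayed (adjusted p = 0.000618).

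Immediate-early and stress response genes fell together in knockout, with 29 of 30 tested members below their wild type mean (median log2 ratio -0.44, adjusted p = 2.56e-22). Over all genes 5 were called, all lower, and 19 adjusted over the list alone, all lower. Nr4a1, an orphan nuclear receptor induced within minutes of stimulation, was 3.31-fold lower in the authors' deposited table (14598 against 4408 normalized counts, shrunken log2 fold change -0.28 ± 0.064, adjusted p = 0.00256). Egr1, Zfp36, which promotes decay of cytokine mRNAs, and the phosphatase gene Dusp2 were 2.35-fold, 1.98-fold and 1.63-fold lower there, with adjusted p-values of 0.0464, 0.00746 and 0.0142. Ptgs2 is not a member of this list. Circadian clock genes were also lower as a list (median log2 ratio -0.10, adjusted p = 0.00408), with 0 of 18 tested members called over all genes, 4 adjusted over the list alone and 4 at an unadjusted p under 0.05. With the log2 ratio of means as the statistic, at a mean of at least 50, that call ended (adjusted p = 0.0722, range over alternatives 0.00262 to 0.0722). With the Wald statistic at that mean it stayed (adjusted p = 0.00521).

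Extracellular matrix, smooth muscle and endothelial genes were lower as lists, while the fibroblast, alveolar type 1 and ciliated cell lists did not pass the test (adjusted p = 0.481, 0.575 and 0.481). Extracellular matrix genes had a median log2 ratio of -0.13 (adjusted p = 1.85e-06), with 2 of 33 called over all genes and 5 adjusted over the list alone, led by the matrix genes Fbln2 and Ctgf, 1.44-fold and 1.24-fold lower in the authors' deposited table. Smooth muscle and pericyte genes (median -0.20, adjusted p = 1.16e-05) had 2 of 18 called over all genes, Lmod1 and Lgr6, and 3 adjusted over the list alone. Both lie on chromosome 1 within 20 Mb of lincRNA-Cox2, and without chromosome 1 the list had an adjusted p of 0.00262 (range over alternatives 5.19e-07 to 0.00262). Endothelial genes (median -0.12, adjusted p = 1.16e-05) had 1 of 26 called in either way, Apln, encoding apelin, 1.30-fold lower in the authors' deposited table.

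Alveolar type 2 cell genes had a median log2 ratio of 0.08 (adjusted p = 0.00144), with 1 of 17 called in either way, Cd74, which the list shares with antigen presentation. Without genes held by 2 or more lists the adjusted p was 0.0785 (range over alternatives 0.0011 to 0.22). Cholesterol and fatty acid synthesis genes had a median of 0.08 (adjusted p = 0.00954) and 0 of 23 called in either way, with 2 at an unadjusted p under 0.05 in the authors' DESeq2 comparison. A preset correlation of 0.05 ended this call (adjusted p = 0.074, range 0.00555 to 0.23). Of 10 mesothelial genes, 5 had no p-value in the authors' deposited table, and the 5 tested ones were higher as a list (median 0.28, adjusted p = 0.00408), with Rspo1 called over all genes and 2 adjusted over the list alone. By the group means 3 of the 5 tested genes were higher and 2 lower. The knockout mean of Wt1, a member without a p-value, was made of 28, 137 and 35 reads in the 3 libraries, so that 1 library held most of them. The rank version of the test gave an adjusted p of 0.115 (range 7.66e-08 to 0.115). The low end of this range came from adding the members without a p-value.

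Lymphoid and fat genes were lower by tests that did not hold under all settings. B and plasma cell genes had a median log2 ratio of -0.11 (adjusted p = 0.0242, range over alternatives 0.0132 to 0.425), while the only member called in either way among the 16 tested was Igj, which was higher. At an unadjusted p under 0.05 there were 7 members, all lower except Igj. T cell genes (median -0.14, adjusted p = 0.0261, range 0.0157 to 0.175), thymus genes (median -0.19, adjusted p = 0.0203, range 0.0157 to 0.116) and adipose genes (median -0.74, adjusted p = 0.0274, range 9.62e-24 to 0.122) had 0 of 18, 0 of 8 and 0 of 13 members called over all genes and adjusted over the list alone, and 2, 3 and 1 at an unadjusted p under 0.05. With a preset correlation of 0.05 these 4 lists had adjusted p-values of 0.0922, 0.103, 0.0542 and 0.0922.

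In 7 further lists the test was not passed (adjusted p from 0.0702 to 0.79) although single members were called. Of these, the glucocorticoid list was called lower without genes held by 2 or more lists (adjusted p = 0.00657, range over alternatives 0.00657 to 0.186). The cytokine list, at 37 members, and the prostanoid list were called lower with the log2 ratio of means at a mean of at least 50 (0.0145, range 0.0145 to 0.638, and 0.0497, range 0.0497 to 0.854). With the Wald statistic at that mean their adjusted p-values were 0.519 and 0.608. Without chromosome 1, which holds Ptgs2 and Pla2g4a, the direction of the prostanoid list by the Wald statistic was higher (28 members, adjusted p = 0.634). Among 47 tested cytokine and chemokine genes, 2 were called over all genes and 5 adjusted over the list alone, Cxcl2, a neutrophil chemokine, being 2.43-fold lower and Il1rn, the interleukin-1 receptor antagonist, 1.33-fold higher in the authors' deposited table. Of 50 interferon-stimulated genes 1 was called in either way, Rsad2, 1.56-fold higher in that table. Nfkbiz, which modulates NF-kB, was the member called over all genes among 40 Toll-like receptor and NF-kB genes, 1.43-fold lower in the authors' deposited table, with 5 called adjusted over the list alone. Among 30 prostanoid and leukotriene genes Ptgs2 was the member called over all genes, and 2 were called adjusted over the list alone. Among 16 glucocorticoid-responsive genes Zbtb16 and Lcn2, an iron-binding protein of neutrophils, were called in either way, the second 1.26-fold higher in the same table. Nr4a1 was the member called in either way among 21 monocyte and interstitial macrophage genes. The other 18 tested lists, with 334 tested entries, had no called member over all genes and 30 entries at an unadjusted p under 0.05, with adjusted p-values from 0.0643 to 0.99 and medians between -0.17 and 0.30. With ranks, cardiac muscle genes (adjusted p = 0.015, range over alternatives 1.86e-07 to 0.176) and ribosomal protein genes (0.0238, range 0.0238 to 0.55) were called lower. With the log2 ratio of means at a mean of at least 50, 15 club and goblet cell genes were called lower as a list (0.000916, range 0.000916 to 0.931). With the Wald statistic at that mean their adjusted p was 0.901. Adjusted over the list alone, 1 dendritic cell gene, 4 of 12 mast cell, basophil and eosinophil genes and 1 lymph node stroma gene were called. The median log2 ratio and the direction of the test differed in sign for the Toll-like receptor list (0.01, lower), the club and goblet cell list (0.01, lower) and the natural killer cell list (-0.01, higher), and the monocyte list had a median of 0.02 and a mean of -0.03. The oesophagus and liver lists had 4 and 3 members with an adjusted p, too few for the test, and 0 were called. The other lists included the heat shock and unfolded protein list (median log2 ratio 0.03) and the erythroid and platelet list (0.16).

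**Figure D3:**
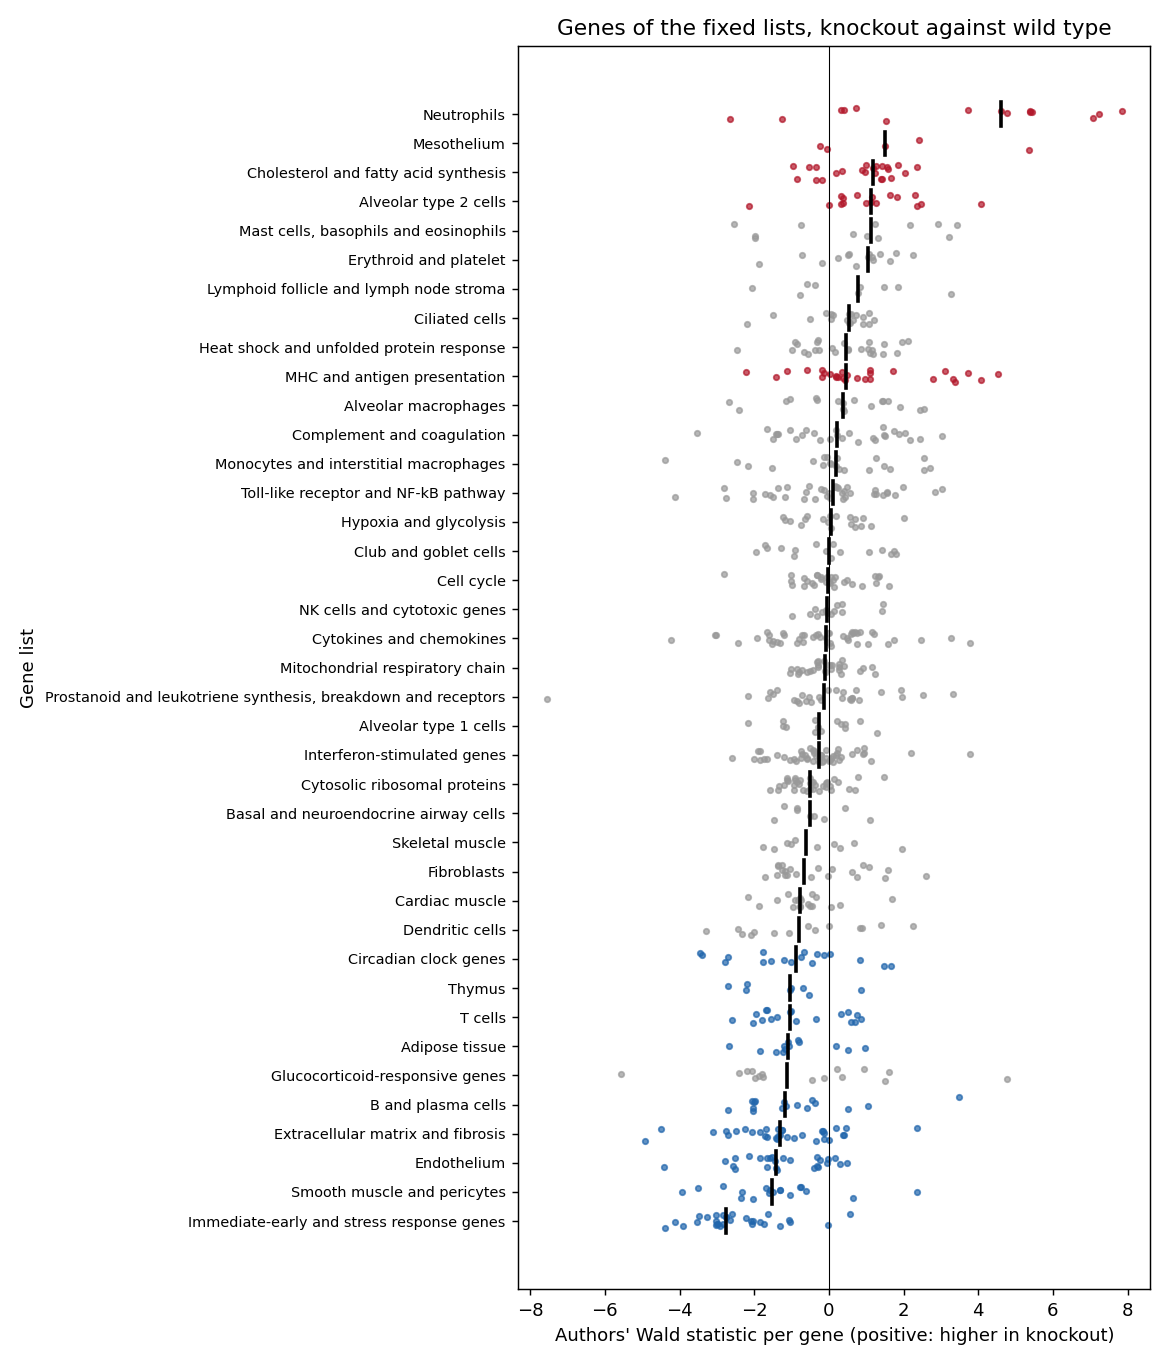
The authors' Wald statistic of every tested member of the 39 lists (positive for higher in knockout), 1 point per gene, with a black bar at the median of each list. Lists called higher by cameraPR are red, lists called lower are blue and all others grey; the neutrophil list lies at the top (median 4.61) and the immediate-early list at the bottom (median -2.76).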

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

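Alternatives without chromosome 1, with the ratio of means, with members lacking a p-value, with the 20 Mb window and with a knockout library left out were chosen after the data were seen. The count of 184 called clusters became 300 at an adjusted p under 0.1, 101 under 0.01, 31 with a ratio of group means of at least 2, and 1 with an absolute shrunken log2 fold change of at least 1, as the thresholds imply. It was 168 with adjustment over all clusters with a p-value (or no filter on low means), all within the 184, 182 at a mean of at least 50, and 146 on placed chromosomes other than 1. The levels of lincRNA-Cox2 and Ptgs2 passed the threshold with adjustment over all clusters with a p-value as well. The 2 called genes within 1 Mb of the locus were also 2 within 250 kb and at an adjusted p under 0.1, and became 4 within 5 Mb and 21 within 20 Mb. The 14 called lists became 9 with a preset correlation of 0.05, all among the 14, and the cause was not tested beyond that larger variance. With ranks 16 lists were called, 13 of them among the 14, and 10 without genes held by 2 or more lists, 9 among the 14, where 2 of the 14 had under 5 members left. With the ratio of means, run on genes with a mean of at least 50, 11 were called, only 7 among the 14. With the Wald statistic at that mean only the T cell call ended, so the change of statistic ended the other calls. Why it did so was not tested. At a mean of at least 50 and without chromosome 1, 13 of the 14 were called, and with members lacking a p-value all 14. Of the 25 lists not called, 7 were called under at least 1 alternative, in 8 combinations, 4 of them planned. In 78 of 96 combinations of a called list and an alternative the call stayed, in 18 it ended and in 0 the direction turned. The neutrophil, immediate-early, extracellular matrix, endothelium and smooth muscle lists passed under every alternative run. None of these alternatives used values of single mice, so they do not show whether a list shifted in every mouse of a group. A knockout library was left out only for folds of a few genes with derived reads, although reads could be derived for many more low genes. Leaving out libraries in a test, other scalings and tests of library values, other pseudocounts and an estimated correlation were not run. Nor were fry and other splits of the 6 libraries. Each needs values of single libraries, which could be derived for low genes only. The depth limits single genes at low means, where the table gives no adjusted p below 12.8 normalized counts.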

Other observations

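All tests of explanations here were chosen after the pattern they concern had been seen, except that on red cell genes, and the genes singled out in the first 2 paragraphs were chosen after their values were seen. The tests of position were reached in steps: crowding over the whole genome was tested first, and the pattern around the locus and its distance classes were set after that result and the positions of the called genes were known. Of 17 rows without a p-value in the authors' deposited table, 5 were on the fixed list of the mesothelium, the cell layer that covers the lung, namely Wt1, Msln, Upk3b, Lrrn4 and Aldh1a2. By the group means 16 of the 17 were higher in knockout, by 2.39-fold to 12.6-fold. Of the 6 rows whose reads per library could be derived in both genotypes, folds of 2.39 to 12.6 became 0.908 to 5.43 without knockout library B, against 3.09 to 15.9 without A and 3.18 to 16.4 without C, and BC057675 was at 0.908 without B. Msln had means of 278 and 1515 normalized counts and Upk3b of 146 and 1404 in that table, while Cyp26b1 was the row that was lower. Written as reads of the libraries A, B and C, the wild type mean of Wt1 was made of 11, 13 and 3 reads and the knockout mean of 28, 137 and 35. Muc16 and Crb2, both called higher in the table, came to 61, 105 and 43 and to 26, 87 and 35 knockout reads, so that library B held the most reads of each, and their folds of 3.26 and 6.13 were 2.45 and 3.84 without it. Upk1b and Krt19 of the same list had means of 939 and 916 and of 6023 and 6006.

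Several called genes lie outside the naming rule. The X-linked model 3110007F17Rik had 0, 1 and 0 reads in the wild type libraries and 95, 86 and 88 in the knockout libraries. Spink5, a serine protease inhibitor, had means of 3.41 and 375 in the authors' deposited table, with a shrunken log2 fold change of 0.13 ± 0.035 (SE) and an adjusted p of 0.0198. Its log2 ratio of means was 6.78, so it was shrunken far more than 3110007F17Rik (8.07, shrunken 0.73). Whether the knockout libraries were even for Spink5 was not tested. The immunoglobulin row Igh had 22, 43 and 37 wild type reads and 129, 68 and 173 knockout reads. Nr5a2, 13 Mb from lincRNA-Cox2, had 54, 57 and 56 wild type reads and 12, 12 and 15 knockout reads.

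Called genes were crowded around the deleted locus, with 17 of 206 tested genes called from 5 to 20 Mb away (8.25%), against 0.968% on the other chromosomes (Fisher's exact test, p = 7.09e-11, the smallest of 4 distance classes), which argues against an effect of the deletion that ends within 5 Mb as the whole cause. A run of 10 of the 17, from Chil1 to Nr5a2, lay from 134 to 137 Mb, 5 of them higher and 5 lower. Fisher's exact test counts such neighbours as independent, so its p-value overstates the evidence if they are linked. Of the 17 genes 10 were higher and 7 lower, and 5 of 13 successive pairs moved the same way, with an exact 95% interval up to 68.4%. This argues against tandem families, shared reads or copy number that move neighbours together. A flanking chromosome segment of other descent, carried along with the deletion, may account for part of these calls, as a hypothesis drawn from the same positions, and a long-range effect of lincRNA-Cox2 was not tested. In the permutation test run first (10000 shuffles), 80 called genes of all chromosomes had another within 2 Mb (95th percentile 76, p = 0.0227). Off chromosome 1 the number in this permutation test, 58, stayed under the 95th percentile of 61 (mean 48.7, SD 7.22, p = 0.114). By the bound set before that result, this was to count against such segments on other chromosomes, although 58 lay above the shuffle mean. That bound was loosened once the result was known. It was then set again with a condition added after the result, that the gap exceed the SD, which 3 genes do not. By this count of neighbours, segments elsewhere cannot be told apart from chance placement. Chromosome 16, with 18 called of 499 tested genes (3.61% against 1.02% elsewhere), did exceed chance placement by Fisher's exact test (adjusted p = 0.000107). The cause was not tested. Chromosome 11 had a lower share than elsewhere, 4 of 1295 (0.309% against 1.17%, adjusted p = 0.0137, same test). A run of 8 called genes, 6 of them lower, lay from 21.7 to 24.4 Mb on chromosome 17. The called gene Atp6v0c, lower in knockout, was also placed there by symbol and is not among these 8.

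Immediate-early genes were lower in the knockout, and Ptgs2 is itself an inducible gene. Its log2 ratio of means of -3.30 and its Wald statistic of -7.55 both lay below the lowest of the 30 list members, -2.19 for Atf3 and -4.40 for Nr4a1, which argues against a fall of Ptgs2 that is no larger than that of the other immediate-early genes. A difference in handling between animals before freezing may also lower the whole list (median Wald statistic -2.76), and the labels give no handling times, so it cannot be told apart from an effect of the genotype on the list.

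Neutrophil genes were higher in the knockout. That 86.7% of the tested members had a higher knockout mean restates this pattern, so more neutrophils in the knockout lungs cannot be told apart from more RNA of these genes per cell. The red cell genes, tested for blood left in the tissue, had a median log2 ratio of 0.16 against 0.56 for the neutrophil list, with all 5 higher by 0.10 to 0.76 and none called, while the erythroid and platelet list passed with ranks (adjusted p = 0.0221, range over alternatives 0.0221 to 0.176), so a part from blood stays open. Among genes of granule proteins in the list, Lcn2 and Mmp8 were called higher in the authors' deposited table (adjusted p = 0.000534 and 0.00116), Mmp9 and Ltf had means of 1073 and 1220 and of 2449 and 1366 there (adjusted p = 0.787 and 0.885), and Ngp and Camp, without an adjusted p, had 20 and 2 wild type reads and 43 and 6 knockout reads.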
